# *Yellow-Leaf 1* encodes a magnesium-protoporphyrin IX monomethyl ester cyclase, involved in chlorophyll biosynthesis in rice (*Oryza sativa L*.)

**DOI:** 10.1371/journal.pone.0177989

**Published:** 2017-05-30

**Authors:** Zhonghua Sheng, Yusong Lv, Wei Li, Rongjian Luo, Xiangjin Wei, Lihong Xie, Guiai Jiao, Gaoneng Shao, Jianlong Wang, Shaoqing Tang, Peisong Hu

## Abstract

Magnesium-protoporphyrin IX monomethyl ester cyclase (MPEC) catalyzes the conversion of MPME to divinyl protochlorophyllide (DVpchlide). This is an essential enzyme during chlorophyll (Chl) biosynthesis but details of its function in rice are still lacking. Here, we identified a novel rice mutant *yellow-leaf 1* (*yl-1*), which showed decreased Chl accumulation, abnormal chloroplast ultrastructure and attenuated photosynthetic activity. Map-based cloning and over-expression analysis suggested that *YL-1* encodes a subunit of MPEC. The YL-1 protein localizes in chloroplasts, and it is mainly expressed in green tissues, with greatest abundance in leaves and young panicles. Results of qRT-PCR showed that Chl biosynthesis upstream genes were highly expressed in the *yl-1* mutant, while downstream genes were compromised, indicating that *YL-1* plays a pivotal role in the Chl biosynthesis. Furthermore, the expression levels of photosynthesis and chloroplast development genes were also affected. RNA-seq results futher proved that numerous membrane-associated genes, including many plastid membrane-associated genes, have altered expression pattern in the *yl-1* mutant, implying that *YL-1* is required for plastid membrane stability. Thus, our study confirms a putative MPME cyclase as a novel key enzyme essential for Chl biosynthesis and chloroplast membrane stability in rice.

## Introduction

Chloroplasts are specific organelles in higher plants and the site of Chl biosynthesis. Chl is extremely important in photosynthesis because it plays an essential role in harvesting light energy and converting it to chemical energy [1]. Improving the efficiency of Chl biosynthesis is an excellent way to drive the accumulation of more photoassimilates and ultimately increase crop yield [2, 3]. Hence, breeders strive to develop plants with a long stay-green period in order to increase the yield potential.

The Chl biosynthesis pathway is complex, requiring many essential enzymes and other protein regulators. 5-Aminolaevulinic acid (ALA) is the precursor of chlorophyll and other tetrapyrrole end products [4]. Currently, at least 15 enzymes have been identified as involved in the ultimate conversion of ALA to Chl a and b [5]. Glutamyl-tRNA synthetase (GluRS) is the initial enzyme that regulates the formation of ALA [6, 7] and mutation of OsGluRS caused yellow leaf and dwarf height phenotypes in rice [7]. Magnesium ion chelating enzyme (Mg-chelatase) is the second rate-limiting enzyme in chlorophyll synthesis, and catalyzes formation of the magnesium-protoporphyrin IX complex from magnesium ions and protoporphyrin IX [8, 9]. ChlD, ChlH and ChlI are the main subunits of Mg-chelatase. T-DNA insertion into *OsChlH* caused impediment of Chl biosynthesis and subsequent death of the plants [10]. Divinyl reductase (DVR) converts 8-vinyl groups on various chlorophyll intermediates to ethyl groups, and is indispensable for Chl biosynthesis [11–13]. The *OsDVR* gene mutant exhibited a yellow-green leaf phenotype, reduced Chl level, arrested chloroplast development, and retarded growth rate [13]. In the last step of Chl biosynthesis, Chl *b* is synthesized from Chl *a* through the oxidation of a methyl group on the D ring, which is catalyzed by chlorophyllide a oxygenase (CAO) [14–16]. Two homologous genes of *CAO*, *OsCAO1* and *OsCAO2*, have been identified from the rice genome. *OsCAO1* plays a major role in Chl b synthesis and chloroplast development under the light, whereas *OsCAO2* may function in the dark. A study using T-DNA mutants found that *OsCAO2* knockout mutant leaves do not differ significantly from wild-type leaves, whereas *OsCAO1* knockout mutants had pale green leaves [17]. Chlorophyll (Chl) synthase catalyzes esterification of chlorophyllide to complete the last step of Chl biosynthesis [18, 19]. *YGL1* is the main Chl synthase gene which has been cloned. The *ygl1* mutant shows yellow-green leaves in young plants, with decreased Chl synthesis, increased level of tetrapyrrole intermediates, and delayed chloroplast development [20].

Most of enzymes inovlved in Chl biosynthesis in rice have been identified and characterized from a series of Chl-deficient mutants. One of the least understood enzymatic steps is formation of the homocyclic ring, which is a characteristic feature of all chlorophyll molecules, including those found in bacteria. In chloroplasts, formation of the isocyclic ring is an aerobic reaction catalyzed by MPEC[4], which controls the conversion of MPME to divinyl protochlorophyllide (DVpchlide). This pathway has still not been elucidated in rice. MPEC is a highly conserved protein in bacteria, green algae and plants, and was originally identified as the *acsF* gene in *Rubrivivax gelatinosus*, a photosynthetic bacterium [21]. In algae *copper response defect 1* (*Crd1*) mutants, homologs of *AcsF*, encoding the catalytic component were identified, which were required for the accumulation of Photosystem I (PSI) and light-harvesting complex I (LHCI) during hypoxia or copper deficiency [22, 23]. In higher plants, a protein encoded by *PNZIP* was the first isolated catalytic subunit of the MPEC, and contains a leucine zipper domain [24]. PNZIP in *Pharbitis nil* has been found to be regulated by phytochrome and circadian rhythms [24, 25]. *Xantha-l* encodes a membrane-bound cyclase subunit in barley. The *xantha-l* mutants are leaky and able to synthesize a limited amount of chlorophyll, which gives them a pale green color. They supports the view that the aerobic cyclase is most likely composed of the products of three genes, a souble protein, a membrane-bound component encoded by *Xantha-l*, and another membrane-bound component encoded by *Viridis-k* [26]. Ycf54 has been identified as a potential componet of MPEC, stimulating its activity. Ycf54 is likely to be a membrane-bound component different from the *Viridis-k* and the *Xantha/AcsF* gene products [27]. In addition, the homology of *YL-1* in *Arabidopsis*, *CHL27* has been identified as required for the synthesis of protochlorophyllide a. The *CHL27* mutant has a chlorotic phenotype with the accumulation of MPEC as a cyclase reaction substrate [28, 29]. Recently, a negative regulator of tetrapyrrole biosynthesis (FLU) NADPH: protochlorophyllide oxidoreductase (POR), and CHL27 were found to form a FLU-CHL27-POR cyclase complex, which is requred for substrate channeling from MgPME to Chlide and also ALA synthesis in chloroplasts [30]. Despite extensive investigations in many species, the function of MPEC in rice, one of main crops in the world, is still not fully elucidated. The photosynthesis and chloroplast morphology phenotypes conferred by mutations in MPEC have mostly not been reported, although recently, *ygl8*, a novel MPEC defect mutant in rice, has been identified. This also shows a chlorisis phenotype with faults in Chl synthesis [31].

In this study, we identified a novel Chl-defects mutant, named yellow leaf 1 (*yl-1*), of which the seedling leaves and panicles are deficient in Chl content, corresponding to its chlorisis phenotype through the whole developmental stages. It was shown that *YL-1* encodes a subunit of MPEC, which play important roles in conversion of MPME to divinyl Dvpchlide.Transcription levels of many genes associated with the Chl biosynthesis, chloroplast development and photosynthesis were significantly changed in the *yl-1* mutant, compared to wild-type. These results indicated that the function of YL-1 in MPEC complex is essential for normal Chl biosynthesis and which would used for roguing in hybrid rice production.

## Materials and methods

### Plant materials and planted conditions

The *yl-1* mutant was identified from EMS-induced mutant library of *indica* super early-season rice cv. Zhongjiazao 17. An F_2_ population derived from the cross between *yl-1* and tropic *japonica* cv. D50 was used for genetic analysis and gene mapping. The *yl-1* and wild-type plants were grown in paddy fields during normal growing seasons at the China National Rice Research Institute, in Hangzhou (30°N latitude), as well as in a growth chamber (12/12h light/dark; light intensity 300 μmol m^−2^ s^−1^) at a constant temperature of either 30, 26 or 22°C. The F_2_ and transgenic plants were grown in the Hangzhou paddy fields.

### Chlorophyll content and transmission electron microscopy analysis

Leaf chlorophyll contents were determined according to the method described in [20]. A 0.2g sample of fresh leaf was immersed in 10 mL ethanol for 48 h in the dark, following which plant debris was removed by centrifugation and the supernatant analyzed by spectrophotometric scanning at 665, 649 and 470 nm. Chloroplast structures were examined in the third leaf of both *yl-1* and wild-type cv. Zhongjiazao 17 plants using transmission electron microscopy (TEM) as described [32] with minor modifications. Briefly, Samples of wild-type and *yl-1* mutant leaves were prepared for transmission electron microscopy by cutting into small pieces, fixed in 2.5% glutaraldehyde in a phosphate buffer at 4°C for 4 h, rinsed and incubated overnight in 1% OsO_4_ at 4°C, dehydrated through an ethanol series, and infiltrated with a graded series of epoxy resin, and then embedded in Epon 812 resin. Thin sections were obtained using a diamond knife and a Reichert OM_2_ ultramicrotome, stained in 2% uranyl acetate, and 10 mM lead citrate, pH 12, and then viewed with a Hitachi H-7650 transmission electron microscope.

### Photosynthetic rate and chlorophyll fluorescence analysis

An Li-6400 portable photosynthetic apparatus was used on a sunny day between 9~11 a.m, to determine the net photosynthetic rate (Pn) of wild-type and mutant plants at the beginning of the tillering stage. The red and blue light source were used for determination of photosynthetic rates of three representative leaves of both mutant and wild-type. The light quantum density was 1200 μmol m^-2^ s^-1^, velocity 500 μmol s^-1^. Chlorophyll fluorescence analysis of the third leaf at the 3-leaf stage were performed with a PAM-2000 portable chlorophyll fluorometer (MINIPAM; Walz; http://walz.com).

### Mapping and cloning of *YL-1*

Initially, 36 yellow plants of *yl-1*/D50 F_2_ progeny were used for coarse linkage analysis, and subsequently 1220 homozygous mutant F_2_ segregants were used to fine mapping of *yl-1*. The microsatellite and In-Del markers used to genotype these progeny were given in Electronic Supplementary Material (ESM) S3 Table. The positional cloning strategy were according to [33]. The total volume of the PCR reaction was 10μL, containing 1μL of 10×PCR buffer (25 mM/L MgCl_2_), 0.1 mM of dNTPs, 0.1 mM of each primer, 0.25μL of Taq DNA polymerase (2 U/μL), 1μL of genomic DNA and 4.95μL of dd H_2_O. The amplification protocol included an initial denaturation at 95°C for 3 min, 35 cycles of 45 s at 95°C, 30 s at 55°C and 45 s at 72°C, and a final extension step at 72°C for 8 min. PCR products less than 300 bp were separated by 6% native polyacrylamide gel and silver-stained for visualization. Finally, the genetype of each plant was identified.

### Vector construction and rice transformation

The full-length coding region of *YL-1* was isolated from Zhongjiazao 17 by PCR (primers sequences were listed in S3 Table), and then subcloned into the binary vector *pCAMBIA1305*::*Ubiqutin*:*GFP* under the control of the rice *Ubiqutin 1* promoter. The resultant plasmid was introduced into Agrobacterium tumefaciens strain EHA105, and then was introduced into *yl-1* mutant by means of Agrobacterium mediated transformation. The genotypes of transgenic plants were determined by the Neomycin phosphotransferase II (nptII) resistance detection and the phenotype analysis of transgenic lines.

### RNA extraction and qRT-PCR analysis

RNA of various organs harvested from *yl-1* and wild-type plants were isolated using a RNA extraction kit (Beijing Dingguo Biotechnology Co. Ltd.; http://www.dingguo.com), following the manufacturer’s instructions. The cDNA first strand was reverse-transcribed by using oligo (dT) as primer. The transcriptions of *YL-1* and a series of chlorophyll synthesis- and photosynthesis-associated genes were assessed using quantitative real-time PCR (qRT-PCR), with the rice *ubiquitin* gene (GenBank accession AF184280) as the control. The relevant primer sequences are listed in S3 Table.

### Subcellular localization of YL-1

The coding sequence of *YL-1* was amplified by PCR using the specific primer pairs shown in S3 Table. The PCR products were cloned into the pAN580-GFP vector between the cauliflower mosaic virus 35S promoter and the NOS terminator to form translational fusions with the N terminus of GFP. All transient expression constructs were separately transformed into rice protoplasts and incubated in the dark at 28°C for 16 h before examination according to the protocols described previously[34, 35]. The fluorescence of GFP was observed using a confocal laser scanning microscope (Leica TCS SP5).

### RNA-sequencing analysis

4-week-old leaves of both *yl-1* and wild type were sampled, and total RNA was extracted using Trizol reagent (Invitrogen, CA, USA) following the manufacturer's procedure. The total RNA quantity and purity were analyzed by Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number >7.0. 

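Leaf transcripts were compared between 1 library of wild-type cv. Zhongjiazao 17, an *indica* rice, and 1 library of the *yl-1* mutant. The mutant came from an EMS-induced mutant library of the same cultivar. The sample labels describe seedlings kept at 26°C under 300 μmol m-2 s-1 light, and mRNA selected by its poly(A) tail from about 5 μg of RNA. The paired-end fragments averaged 300 bp. The labels name a HiSeq 4000 as the instrument.
The authors deposited FPKM values, which are fragment numbers divided by transcript length and by the total of mapped fragments. TopHat, Cufflinks and Cuffdiff are named in the submitters' processing notes. Their versions, the genome build and the annotation are not given in the sources used here. The table holds 42152 gene entries, of which 20902 were above 0 in the library labelled wild-type and 19955 in the library labelled *yl-1*. FPKM summed to 738866 and 823855, respectively. The number of reads per library is unknown. Among 796 entries with a mean FPKM under 0.1 and above 0 in both libraries, the most frequent ratio of the library labelled *yl-1* to the library labelled wild-type was 1.13. Entries are called genes here, although 855 of them share a name with another entry. Genes with a mean FPKM of at least 1 (14559 entries) were compared as log2((FPKM + 1) ratio). With 1 library per genotype there is no replicate error, so no p-value or SD between plants is given and each difference describes these libraries only.
The genotype names used here are those of the deposited columns. S2 Table prints the columns under the other genotype. Within 0.0051 FPKM, 18 of its 24 *yl-1* values equal the deposited wild-type column, 23 of its wild-type values equal the deposited *yl-1* column, and 0 equal the column of the same name. The other 6 of its *yl-1* values equal neither column. Every direction given for the library labelled *yl-1* therefore turns around when the columns take the names of S2 Table. For those 6 genes S2 Table itself nonetheless prints higher values in *yl-1*.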

RNA-sequencing analysis was then performed on an Illumina Hiseq2000/2500 (LC Sciences, USA) following the vendor's recommended protocol.

## Results

### The *yl-1* mutant shows a yellow leaf and panicle phenotype with reduced Chl accumulation through the whole growth phases

We measured Chl a, Chl b and total Chl accumulation in the leaves and young panicles of both *yl-1* mutant and wild-type plants at different developmental stages. The former exhibited a chlorosis leaf and yellow panicle phenotype throughout all developmental stages (Fig 1A–1D). Significantly reduced levels of Chl were detected in *yl-1*, with 30%, 35% and 60% reductions in Chl a and 65%, 50% and 70% reductions in Chl b of 4-week-old leaves, flag leaves and young panicles, respectively (Fig 1E). Furthermore, compared to the wild-type, the *yl-1* mutant exhibited significantly reduced plant height, grains per panicles and grain yield per plant, but with increased tiller number and seed setting rate (S1 Fig). Taken together, this suggests that the *yl-1* mutant phenotype results from reduced rates of Chl accumulation. To further identify whether the yellow leaf phenotype of *yl-1* is affected by external temperature changes, we analysed the Chl a, Chl b and total Chl content at 21°C, 26°C and 30°C. Our results showed that *yl-1* exhibited the yellow leaf phenotype under each of the three different temperature conditions and Chl contents were always much lower than those of the wild-type (Fig 2). However, Chl accumulation was much lower at 30°C than at 21°C, and also a more obviously chlorotic phenotype was observed at 30°C (Fig 2), which indicates that the *yl-1* mutant is intolerant of higher temperature environments.

**Fig 1:**
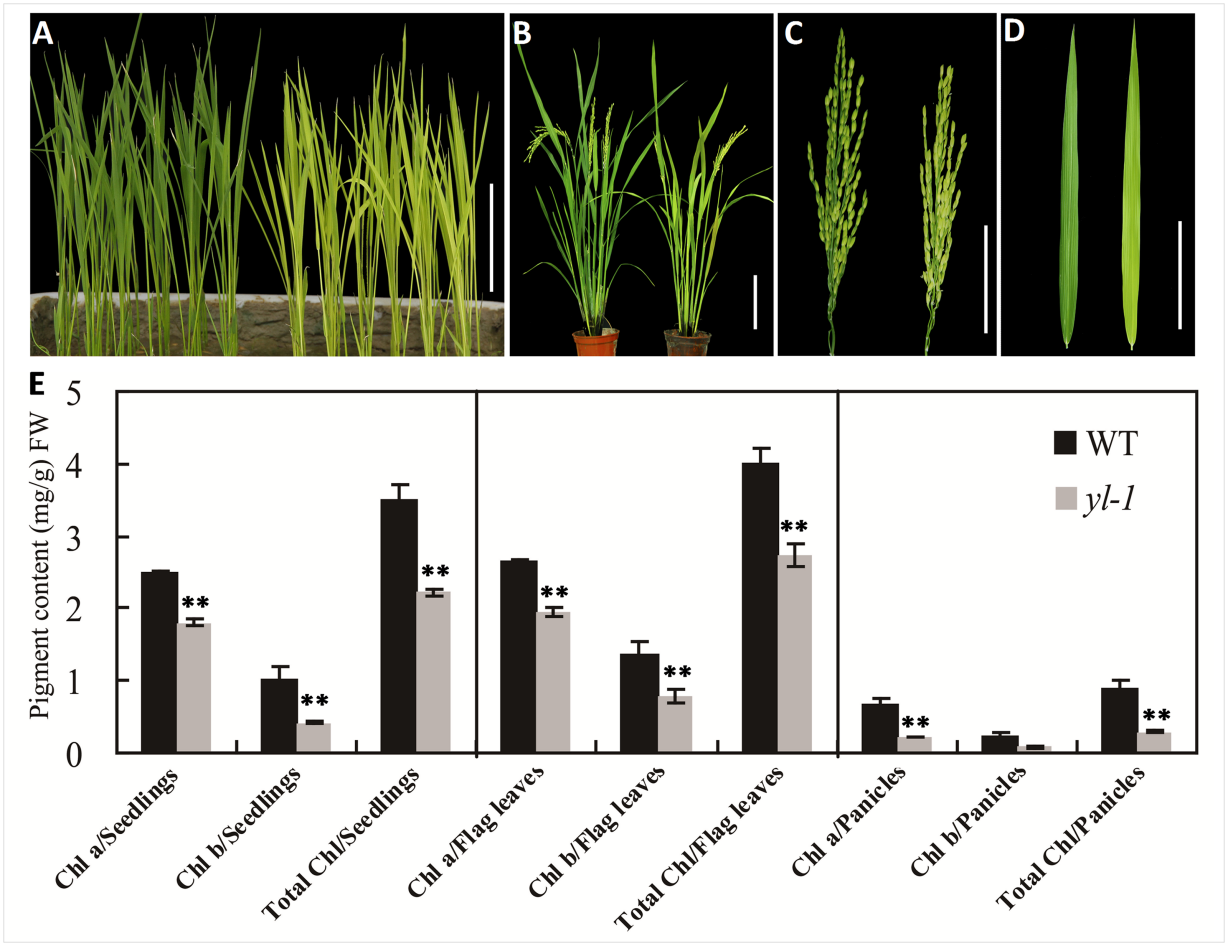
Phenotypic characterization of wild-type (WT) and *yl-1* mutants. **A**, Phenotypes of 3-week-old wild-type and *yl-1* seedlings (from left to right), bar = 10 cm. **B**, Phenotypes of wild-type and *yl-1* at the heading stage grown in paddy field, bar = 20 cm. **C-D**, Enlarged views of spikelets (**C**) and flag leaves (**D**) of wild-type and *yl-1* in **B**, bars = 5 cm. **E**, Chlorophyll content of leaves in wild-type and *yl-1* mutants at three different developmental stages: the seedlings stage; flag leaves and young panicles of the heading stage. Data are means ± SD (n = 5). Chl.a, Chlorophyll a; Chl.b, chlorophyll b; FW, fresh weight. The asterisks indicate statistical significance between the wild-type and the mutants, as determined by the Student’s *t*–test (* *P* < 0.05; ** *P* < 0.01).

**Fig 2:**
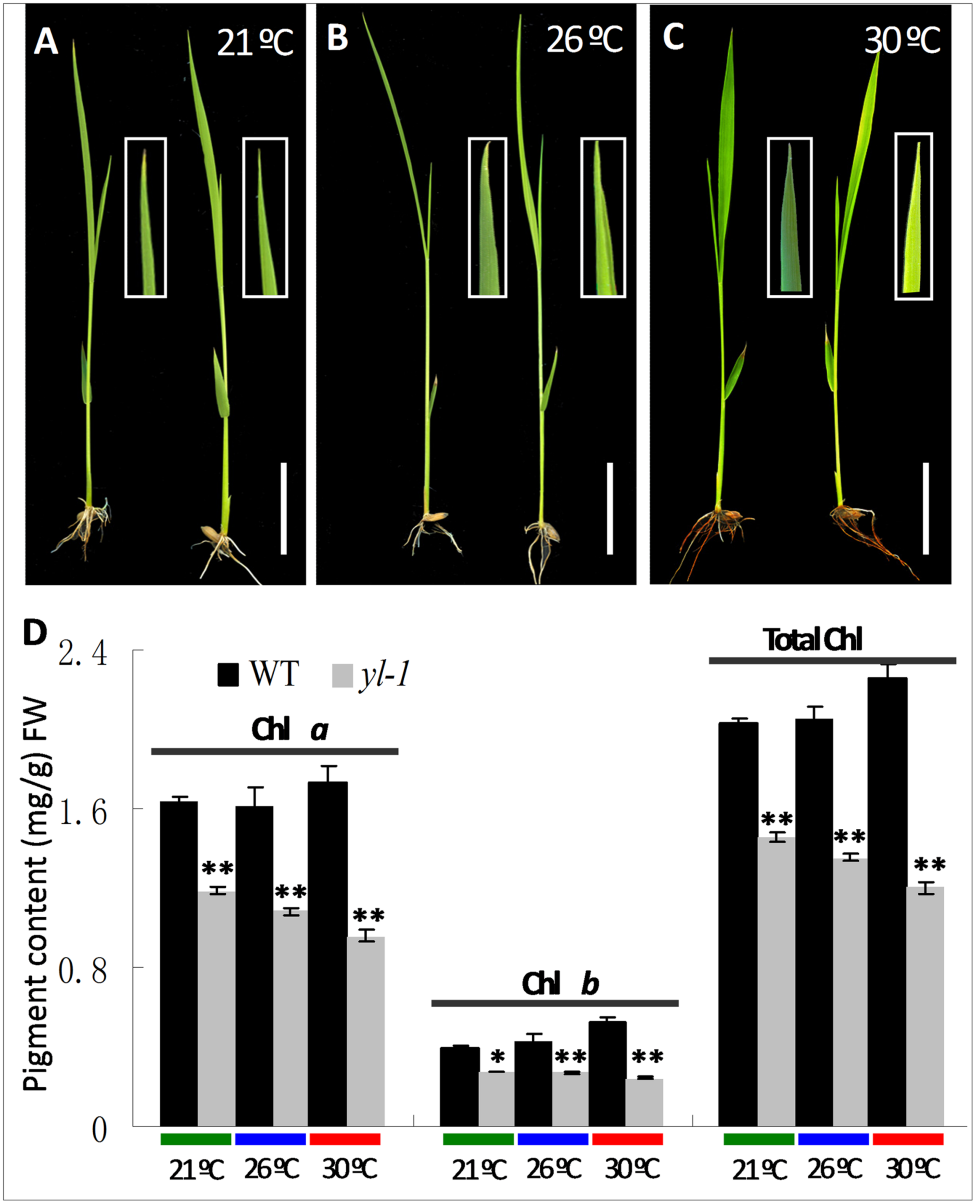
Chlorophyll content of leaves in wild-type and *yl-1* mutant at three different temperatures. **A-C**, 10-day-old seedlings of wild-type and *yl-1* mutant at 21°C (**A**), 26°C (**B**) and 30°C (**C**); bars = 2 cm. **D**, Chlorophyll content of leaves in wild-type and *yl-1* mutant at 21°C (**A**), 26°C (**B**) and 30°C (**C**). Data are means ± SD (n = 5). The asterisks indicate statistical significance between the wild-type and the mutants, as determined by the Student’s *t*–test (* *P* < 0.05; ** *P* < 0.01).

### The *yl-1* mutant presents abnormal chloroplast development and attenuated photosynthetic efficiency

To investigate whether the lack of chlorophyll synthesis in the *y1-1* mutant was accompanied by defective chloroplast development, we compared the ultrastructure of plastids between *yl-1* mutant and wild-type plants using transmission electron microscopy (TEM). Chloroplast ultrastructures were observed in the 3^rd^ leaves of L4 seedlings. The results revealed that chloroplasts in the leaves of wild-type plants displayed well-developed membrane structure, with dense thylakoids arranged in the grana and in the membranes interconnecting of grana (Fig 3A and 3B). However, granas stacked in the *yl-1* mutant appear less dense and with many osmiophilic plastoglobuli. Thus, unlike the wild-type, leaves of young *yl-1* mutant plants display characteristics of ongoing cell senescence (Fig 3C and 3D).

**Fig 3:**
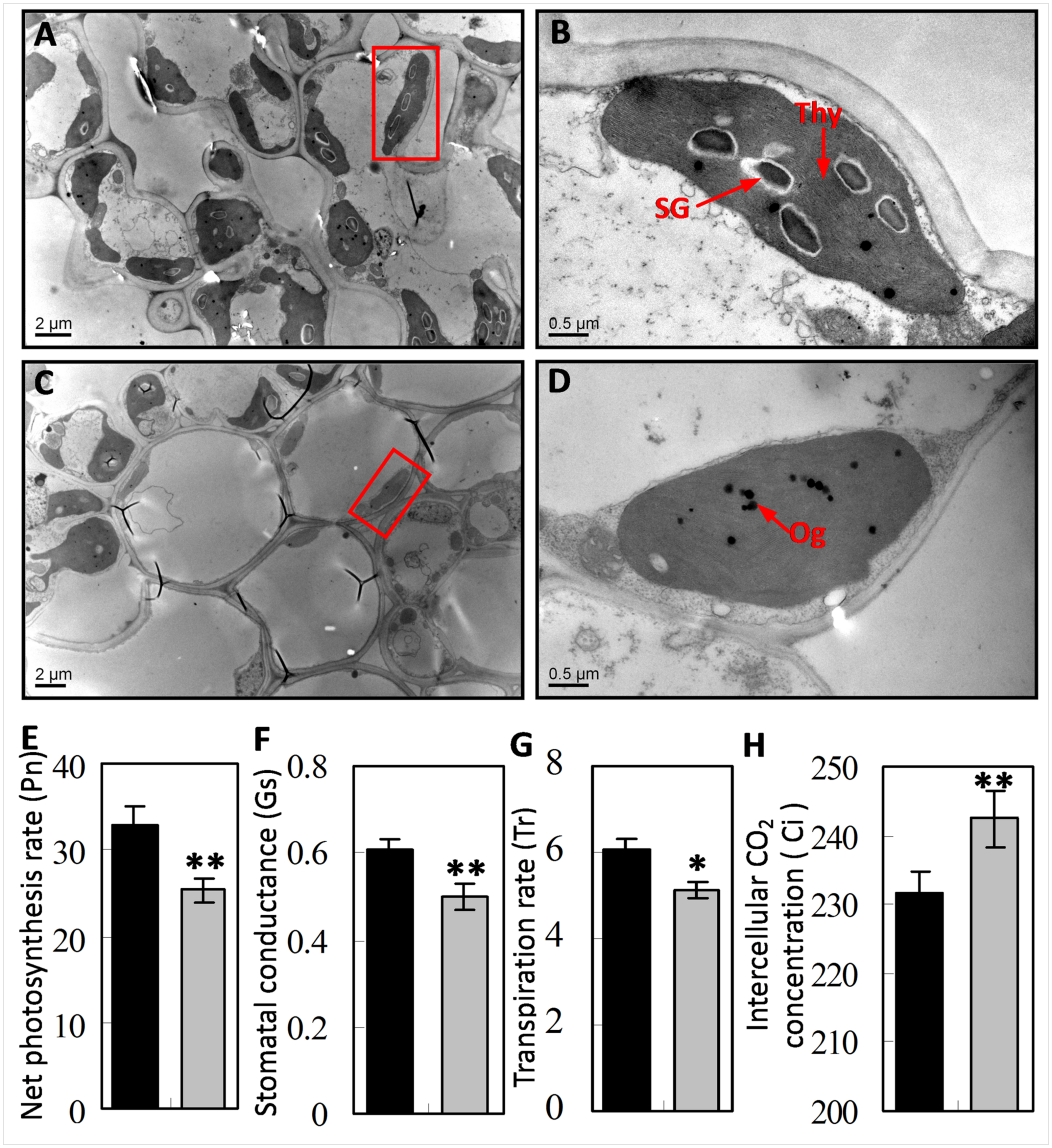
Chloroplast ultrastructures and photosynthetic parameters in wild-type and *yl1-1* mutant. **A-D**, Transmission electron microscopy (TEM) of chloroplasts from Leaf 4 of the wild-type (**A-B**) and *yl-1* mutant (**C-D**) seedlings at 3-week-old. **E-H**, photosynthetic parameters in wild-type (left) and *yl1-1* mutant (right). Data are presented as means ± SD (n = 5). *Thy* thylakoid lamellar; *SG* starch granule; *OG* osmiophilic plastoglobuli. Asterisk indicates significant difference between the wild-type and *yl-1* mutant. The asterisks indicate statistical significance between the wild-type and the mutants, as determined by the Student’s *t*–test (* *P* < 0.05; ** *P* < 0.01).

The photosynthetic parameters of *yl-1* and wild-type plants grown in the field at the heading stage were measured. As expected, significantly reduced net photosynthetic rate (Pn), stomatal conductance (Gs) and transpiration rate (Tr) and higher intercellular CO_2_ concentration (Ci), were detected in *yl-1* compared to wild-type plants (Fig 3E–3H). To test whether the photosynthetic apparatus was affected in *yl-1*, some key light-induced chlorophyll fluorescence parameters of PSI and PSII were compared in *yl-1* and wild-type plants. Distinct decreases in the electron transport rate (ETR), photochemicalquenching (Qp) and maximal efficiency of PSII photochemistry (*Fv/Fm*) were oberserved in the *yl-1* mutant (Table 1). These observations indicated that the *yl-1* mutant suffer from defects affecting photosynthesis.

**Table 1:** Main photosynthetic parameters of wild-type and *yl-1* mutant, The asterisks indicated statistical significance between the wild-type and *yl-1*, as determined by the Student’s *t*–test (* *P* < 0.05; ** *P* < 0.01).

	*Fm*	*Fo*	*Fv/Fm*	*NPQ*	*Qp*	*ETR*
**WT**	0.33±0.02	0.10±0.006	0.70±0.04	0.26±0.03	0.74±0.02	63.93±1.97
***yl-1***	0.21±0.03**	0.11±0.01	0.48±0.02**	0.27±0.04	0.55±0.01**	55.38±1.29**

### Map-based cloning of *YL-1*

The F_1_ young leaves of *yl-1*×cv. D50 were similar to those of wild-type cv.Zhongjiazao17, while the segregation behavior in the derived F_2_ population was consistent with the Mendelian monogenic ratio of three wild-type phenotype to one chlorisis phenotype (S1 Table). Linkage analysis fixed the location of the *yl-1* into a 3.7-cM interval on chromosome 1, between the SSR markers RM10605 and RM10644 (Fig 4A and 4B). Using 1220 mutation phenotype plants from the F_2_ population derived from *yl-1* × cv. D50, the location of *yl-1* was then narrowed down to a 44.8 kb physical region between SSR marker RM10622 and Indel marker Indel8 (Fig 4C). Within this region, 4 open reading frames (ORFs) were predicted (http://www.gramene.org/; Fig 4D). Genomic sequencing analysis of the 4 ORFs revealed that the first ORF (*LOC_Os01g17170*) carries a single-nucleotide transition (C→T) at the position 515 bp from the start codon ATG in *yl-1* (Fig 4E), leading to the transition of an amino acid residue from serine (Ser) in wild-type to phenylalanine (Phe) in *yl-1* (Fig 4E). Thus, *ORF1* was the candidate gene of *yl-1*.

**Fig 4:**
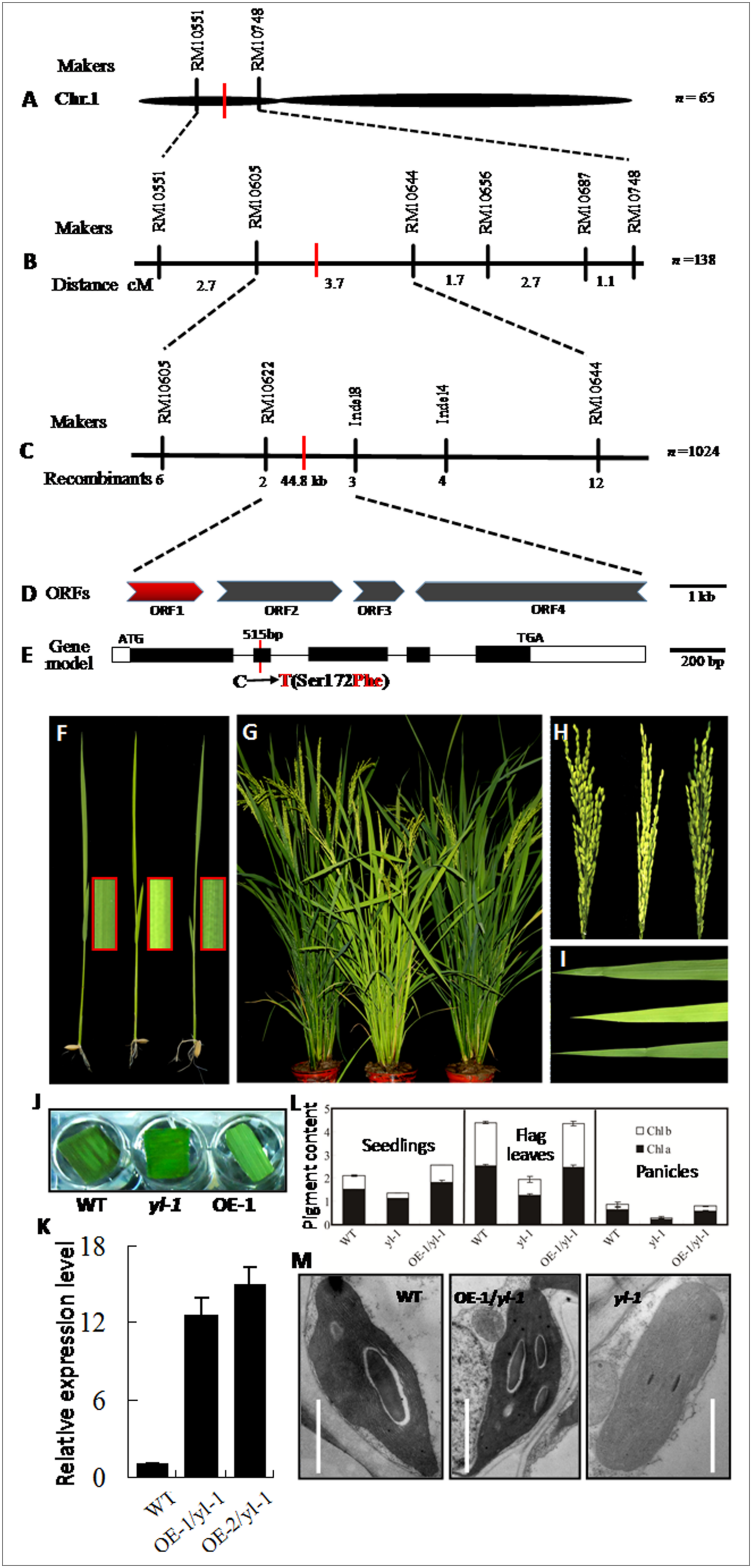
Map-based cloning of *YL-1* gene. **A-B**, Position of the *YL-1* locus in an 3.7 cM interval on Chr. 1 between SSR markers RM10605 and RM10644. **C**, *YL-1* was narrowed to a 44.8 kb region between the SSR marker RM10622 and Indel marker Indel 18. **D**, 4 putative ORFs in the 44.8 kb genomic region. **D**, Gene structure of the *YL-1* candidate gene (ORF1). The black boxes represent exons, the lines between them represent introns, and the white boxes means 5,UTR and 3,UTR of *YL-1*. **F-I**, Phenotype of wild-type, *yl-1* and T_1_ plant of transgenic *yl-1*expressing *YL-1* at the seedling (**F**) and heading (**G-I**) stages. Hygromycin resistance detection (**J**) and qRT-PCR of *YL-1* (**K**). **L-M**, Chlorophyll content (**L**) and chloroplast ultrastructures (**M**) in cells of third leaf of wild-type, *yl-1* and T_1_ transgenic plants expressing *YL-1*. Data in (**K**, **L**) are shown as means ± SD from 5 individual replicates.

To verify the identity of *yl-1*, the plasmid *Ubi*:*YL-1* containing wild-type *YL-1* cDNA region driven by the maize *Ubiquitin* promoter was transformed into *yl-1* via the *Agrobacterium*-mediated method. As expected, the yellow-leaf seedlings, flag leaves and panicles of *yl-1* containing *YL-1* cDNA recovered to a normal green phenotype (Fig 4F–4K). Moreover, chlorophyll content, chloroplast ultrastructural structure and the relative expression of *YL-1* in the transgenic positive lines returned to normal levels (Fig 4L and 4M). Thus, *ORF1* (*LOC_Os01g17170*) indisputably corresponds to *YL-1*.

### *YL-1* encodes an MgPME cyclase

The coding sequence of *YL-1* is 1227 bp and contains a 409-residue polypeptide with a molecular mass of approximately 47 kDa (http://rice.plantbiology.msu.edu). The *YL-1* sequence as a whole has homologs among other higher plants, particularly with sequences encoded by monocotyledonous species such as maize and *Setaria italica* (Fig 5A). Furthermore, *YL-1* encodes an MPMC with a AcsF domain (Fig 5B) which is highly conserved in bacteria, green algae and plants and often found in proteins which bind metal ion (Fig 5B).

**Fig 5:**
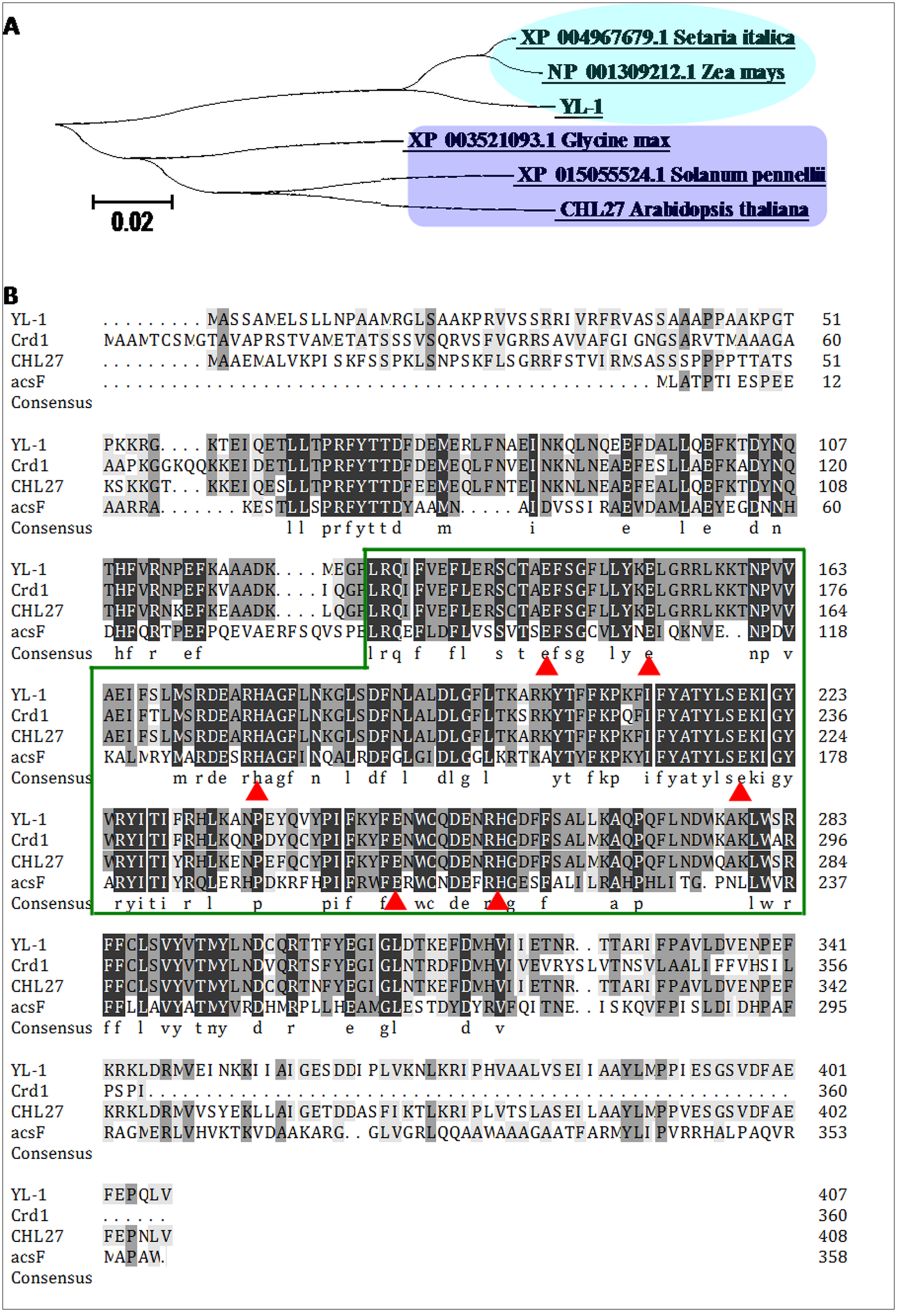
Phylogeny of the YL-1 protein family. A, phylogenetic tree representing alignment of YL-1 proteins. The oval-cyan box presents monocotyledons, and the rectangle-blue box means dicotyledons. The phylogenetic tree was constructed using the neighbor-joining algorithm. Bootstrap values were shown at each node. Bar Indicator of genetic distance based on branch length. B, Comparison of YL-1 protein sequences from both bacteria, green algae and plants. Black shading identical residues, gray shading similar residues. The green box presents the AcsF domain in different species, and the red-triangle box stands for the conserved residues of a diiron center (ion binding site) which is present in the AcsF domain.

### Transcription profiling of *YL-1* and subcellular localization of its product

Given that *yl-1* encodes a key enzyme subunit for chlorophyll biosynthesis, we determined its transcription levels in leaf photosynthetic tissues. When grown in the Hangzhou fields, *YL-1* were transcribed in the leaf, leaf sheath, culm, young panicle, and root. The expression profile of *YL-1* in these various tissues was investigated by qRT-PCR and the results showed that *YL-1* is constitutively expressed in the examined tissues, with higher levels in leaves, young panicles and leaf sheaths (Fig 6A), which corresponds to its protein function in chlorenchyma.

**Fig 6:**
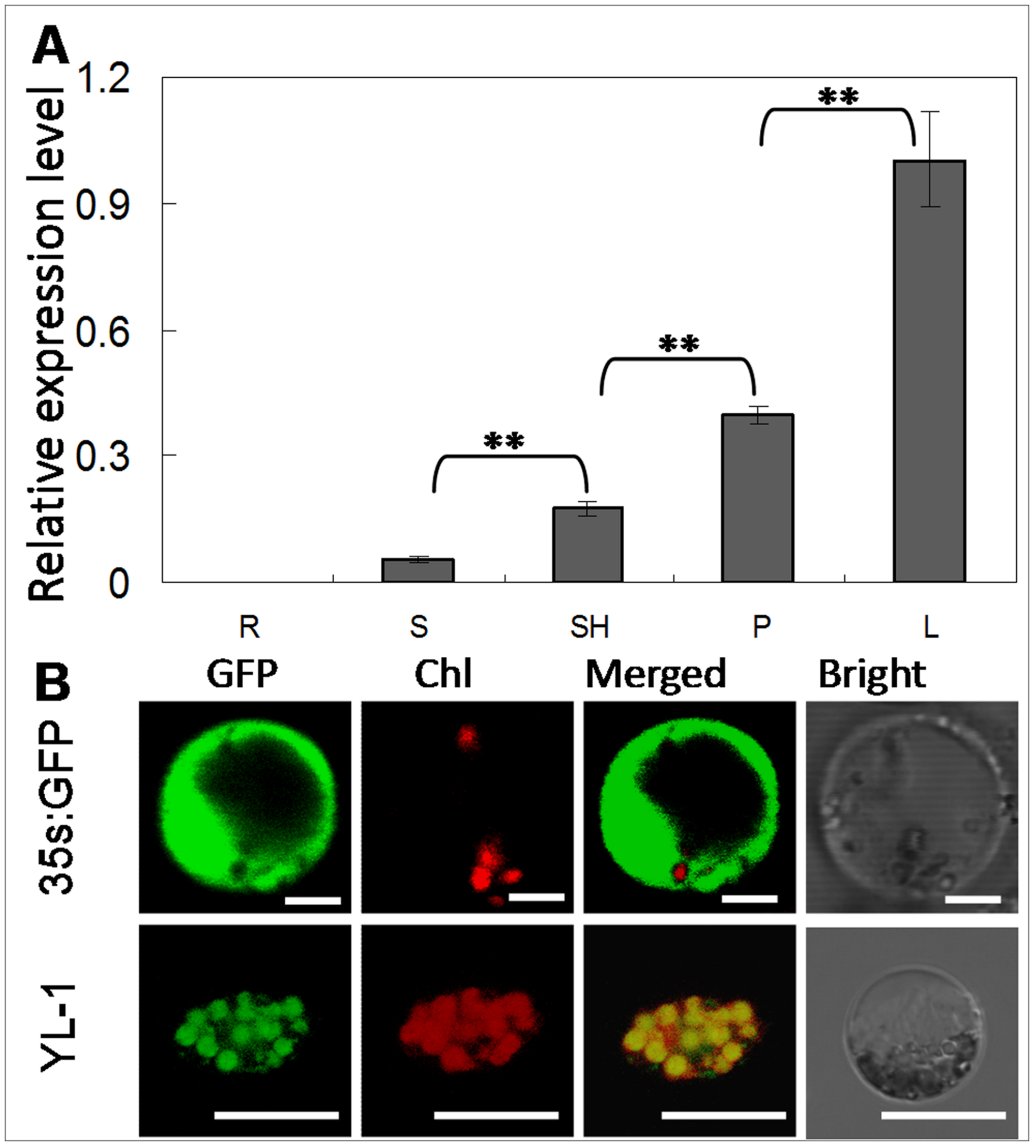
Expression pattern analysis and chloroplast localization of YL-1. **A**, Tissue-specific expression of *YL-1* at heading stage in wild-type. RNA was isolated from flag leaves (L), leaf sheaths (SH), culms (C), young panicles (P) and roots (R). **B**, GFP signal in tissue transformed with the empty GFP vector or YL-1-GFP fusion protein. Data in (**A**) are shown as means ± SD from 3 individual replicates. Bars = 2 μm in (**B**). The asterisks indicate statistical significance between the wild-type and the mutants, as determined by the Student’s *t*–test (* *P* < 0.05; ** *P* < 0.01).

To identify the subcellular localization of the YL-1 protein, a transient expression system was conducted by delivering a *35S*::*YL-1*:*GFP* construct into rice protoplasts cells. The result showed that the GFP signal was localized in chloroplasts, while the signal pattern of *35S*::*GFP* control plastid was distributed over the whole cell (Fig 6B).

### The *yl-1* affects mRNA accumulation levels of Chl biosynthesis process

MPEC catalyzes the conversion of MPME to DVpchlide, which plays an important role in the central process of Chl biosynthesis. Therefore, the expression of genes involved in Chl biosynthesis were examined by qRT-PCR in both *yl-1* and wild-type plants. The genes, upstream of Chl biosynthesis, such as *glutaml-tRNA reductase (HEMA1)*, *Mg chelatase D subunit (CHLD)*, *Mg chelatase H subunit (CHLH)* and *Mg chelatase I subunit (CHLI)* were all up-regulated in the *yl-1* mutant, compared to wild-type (Fig 7A). On the other hand, the genes down-stream of Chl biosynthesis, such as *chlorophyllide a oxygenase (CHLG*, *YGL1)*, *chlorophyllide a oxygenase 1* (*CAO1*), *protochlorophyllide A (PORA)* and *divinylreductase (DVR)* were significantly decreased in the *yl-1* mutant (Fig 7A). In addition, we investigated the expression levels of genes involved in chloroplast development and photosynthesis. The chloroplast development depends on the regulation of two major RNA polymerase: nuclear-encoded RNA polymerase (NEP) and plastid-encoded RNA polymerase (PEP). In *yl-1* plants we found significant changes in the expression of PEP-dependent genes, such as the subunit of photosystem I gene *psaA*, a core component of Photosystem II gene *psbA*, the photosynthesis apparatus Rubisco large subunit gene *rbcL* and Rubisco small subunit gene *rbcS*. The NEP-dependent genes, such as *rpoA* and *rrn16* which highly expressed at early stages of chloroplast development were significantly increased in *yl-1* (Fig 7B). Moreover, transcription of photosynthesis-related genes *Oscab2R* and *NADH* were remarkably down-regulated in the *yl-1* mutant (Fig 7B). These data suggest that abnormal expressions of these chloroplast associated genes may be responsible for the chlorisis phenotype of *yl-1*.

**Fig 7:**
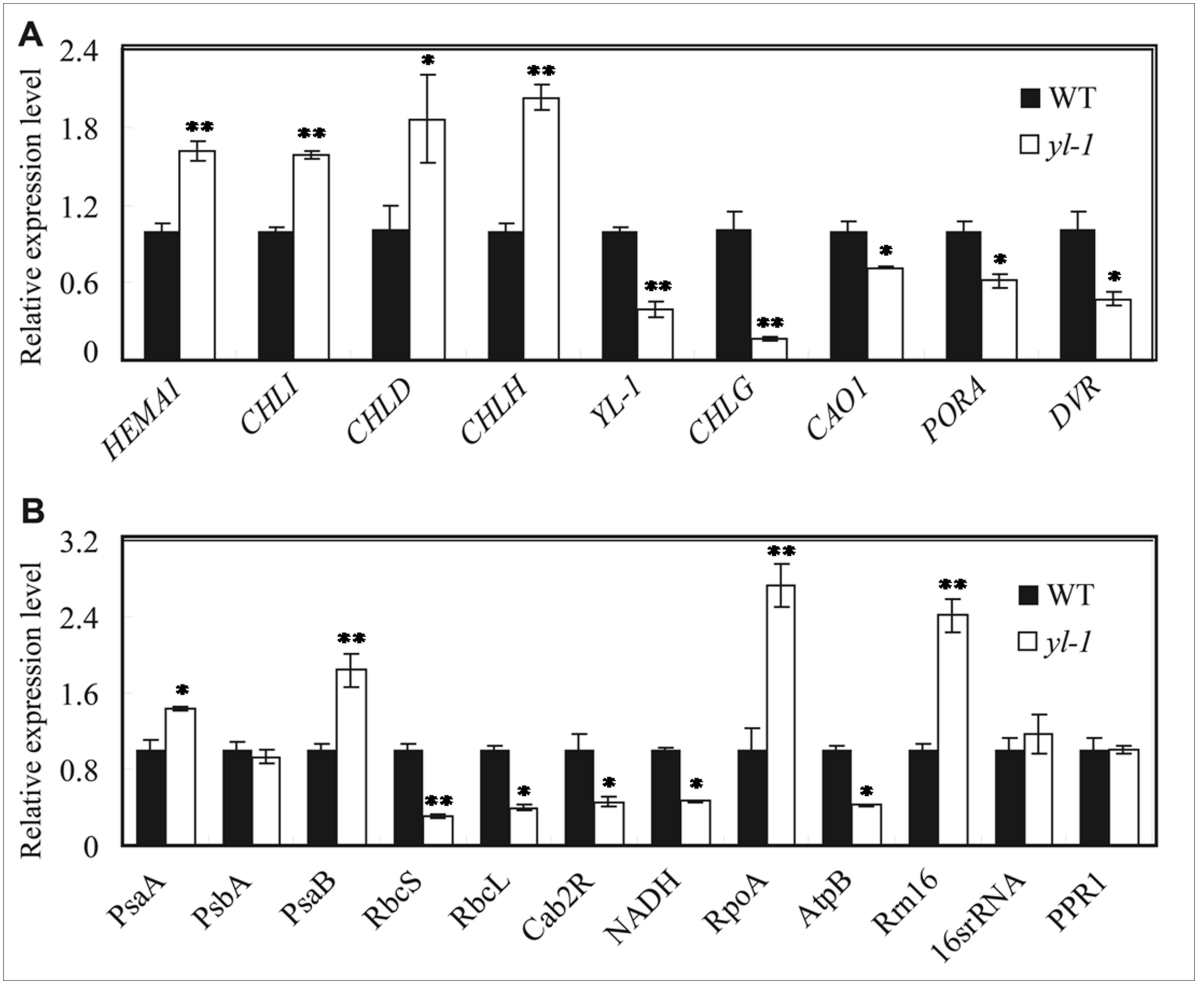
Transcriptional changes of chlorophyll biosynthesis-related genes and chloroplast development -associated genes between wild-type and *yl-1* mutant. **A**, Expression levels of genes related to Chlorophyll biosynthesis. **B**, Expression levels of Photosynthesis- and chloroplast development-related genes. Data are shown as means ± SD from 3 individual replicates. The asterisks indicate statistical significance between the wild-type and *yl-1*, as determined by the Student’s *t*–test (* *P* < 0.05; ** *P* < 0.01).

## Discussion

Chl is extremely important in high-photosynthesis and plays an essential role in harvesting light energy and converting it to chemical energy. Generally, Chl deficiency affects the chloroplast development and photosynthesis, leading to abnormal leaf morphology including virescent (v), stripe (st), albino, chlorina, zebra, and yellow-variegated [36, 37]. Some of these Chl-deficient mutants are seedling-specific and gradually become normal during later growth stages, and some can affect the plants for the entire life cycle. The *yss1* rice mutant shows striated leaves at the seedling stage, particularly in leaf 3, but produces normal wild-type leaves later [38]. While, the *vyl* mutant develops decreased Chl levels throughout the whole developmental stages [39]. Here, we identified a novel Chl-deficient mutant *yl-1* with yellow leaf and yellow panicle during its entire growth duration, which is compatible with its reduced chlorophyll content, abnormal chloroplast morphology, and reduced photochemical efficiency.

Certain Chl-deficient mutants show abnormal phenotypes in response to temperature changes. Some are sensitive to lower temperature, including *v*_*1*_, *v*_*2*_ and *wlp1*, these all show albino phenotypes at a restrictive low temperature [40–42]. Others often show yellowing, stripe or completely albinism when subjected to high temperature. Although the *yl-1* mutant presents chlorisis under a range of temperature conditions, at higher temperature, there is a more serious yellow leaf phenotype with much more defects in Chl synthesis, which indicated high temperature may aggravate the effect of mutant phenotype of *yl-1*, due to *YL-1* could likely involved in the temperature-regulated chlorophyll biosynthesis.

Map-based cloning suggests that *YL-1* encodes an enzyme, MPMC, essential for during Chl synthesis, which catalyzes the conversion of MgPME to Dvpchlide. Chl synthesis is a complex process starting with the formation of ALA and proceeding to the synthesis of Chl a and Chl b. In this study, we found extensive up-regulation of *HEMA*, which encodes the first enzyme that controls the formation of ALA, and of three genes encoding subunits of magnesium-ion chelating enzyme (*CHLD*, *CHLH*, *CHLI*), which play roles upstream of Chl synthesis. In addition, expression levels of down-stream genes including *YGL1*, *CAO1*, *PORA* and *DVR* were all significantly reduced. The results indicates that normal function of *YL-1* is essential for Chl biosynthesis, where it plays central role. In addition, we found that transcription level of *YL-1*was dramatically reduced in the *yl-1* mutant, which may interfere with its enzyme activity (Fig 8). Recently, *ygl8*, a novel gene was reported in rice, which also shows defects in Chl synthesis and chloroplast development with chlorisis phenotype [31]. Taken these evidences, we concluded that *YL-1* may play a pivotal function during Chl synthesis (Fig 8).

**Fig 8:**
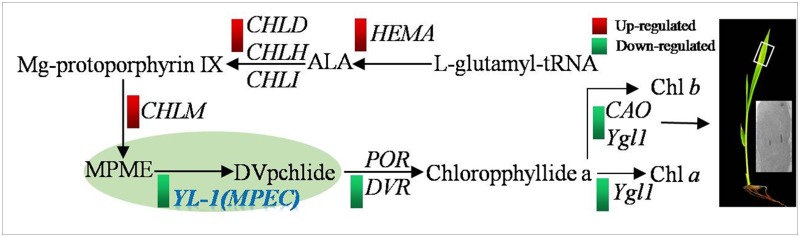
Model showing mutation of *YL-1* caused the abnormal Chl biosynthesis and leaf development in the mutant plant.

The subcellular localization of YL-1 shows it to be a chloroplast-located protein. Meanwhile, *Arabidopsis CHL27* also encodes a chloroplastic protein which is distributed in the inner-envelope and thylokoid membranes[28, 29]. Moerover, MPMC has been reported to exist in chloroplasts as a membrane-interacting multi-subunit enzyme containing at least one soluble and two membrane bound components [26]. 

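Among the genes of S2 Table above 0 in both libraries, the strongest difference was in a thylakoid membrane protein. Transcripts of *Chl a-b binding protein* (LOC_Os01g14410) stood at 243 FPKM in the library labelled wild-type and 1181 FPKM in the library labelled *yl-1*, a ratio of 4.85. It was listed here among early light-induced proteins, stress-induced relatives of the antenna proteins, and not among light-harvesting proteins. *PsbR* (LOC_Os07g05365), a subunit of photosystem II, was at 7.70 FPKM in the library labelled wild-type and listed at 0 in the other. This entry was the only lower one of the 19 photosystem genes compared. Its level was low beside *PsbO*, which stood at 3824 and 5206 FPKM. Over the whole leaf transcriptome, 364 of the 14559 genes compared were at least 2-fold higher in the library labelled *yl-1* and 531 were at least 2-fold lower, while 93.9% differed by less than 2-fold.
Some of these genes were listed at 0 in 1 library, namely 52 of the higher and 76 of the lower genes. LOC_Os01g08300 was listed at 0 in the library labelled wild-type and at 1014 FPKM in the other, and LOC_Os10g33650 at 0 and 107 FPKM. LOC_Os05g12580 was at 221 FPKM in the library labelled wild-type and LOC_Os01g10880 at 59.6 FPKM, and both were listed at 0 in the library labelled *yl-1*. The deposited table does not pair these IDs with gene names. S2 Table prints the libraries under the opposite genotype names, which would exchange higher and lower. When both libraries were rescaled to the same sum, 286 genes were higher and 681 lower. The other scalings stayed near the main counts. They gave 355 and 539 (median log2 ratio of 0), 373 and 520 (same upper quartile), and 356 and 539 (same sum without the 100 most abundant genes). The counts depend on the treatment of low values, with 586 higher and 782 lower at a pseudocount of 0.1, 611 and 818 at 0.01, and 154 and 268 among genes with a mean FPKM of at least 5. Membrane-associated genes as a class were not analysed here, since the table carries no gene descriptions. For the same reason the chloroplast outer envelope 24 kDa protein and the membrane-associated 30 kDa protein were not identified among its entries.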

In this study, RNA-seq analysis showed that expression of many membrane-associated genes, including plastid membrane-associated genes, was altered in the *yl-1* mutant, compared to wild-type, including the chloroplast outer envelope 24 kDa protein, and the membrane-associated 30 kDa protein (S2 Fig and S2 Table). It has been reported that the synthesis of ALA and Mg-protoporphyrin IX take place in chloroplast stroma, while, the subsequent processes of Chl synthesis including the conversion of MPME to Dvpchlide, and Chl *a*/*b* synthesis, are mostly catalyzed by membrane bound enzymes such as chlorophyllide a oxygenase, divinyl reductase and Chl synthase, which are located in the thylakoid membrane. In the *yl-1* mutant, loose thylakoid membranes and less dense grana stacks were observed, which indicated that the mutation of *YL-1* results in structure damage to thylakoid membranes. Furthermore, in *Arabidopsis*, CHL27, PORB, PORC and Geranylgeranyl reductase (GGR/CHLP) were identified as components of a FLU-CHL27-POR complex in chloroplast membranes, which plays important roles in Chl biosynthesis [30]. Thus, YL-1 has been demonstrated to be essential for chloroplast membrane stability in rice, even though there are no putative transmembrane domains in the YL-1 or CHL27 proteins.

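Genes of the thylakoid machinery stood higher in the library labelled *yl-1*. Of 40 measured genes for antenna proteins, photosystem subunits and electron carriers, 37 were higher in that library and 3 were lower. Of all 93 genes with a mean FPKM of at least 1000, 82.8% were higher there, and 37 of these 93 are on the photosynthesis or chlorophyll synthesis lists. The photosystem I and II subunits (19 genes) had a median log2 ratio of 0.31, or 1.24-fold, and 18 of them were higher. The light-harvesting chlorophyll a/b proteins (13 genes), which bind most of the chlorophyll of the leaf, had a median of 0.31, with 11 higher. All 8 genes of electron transport and ATP synthase were higher, with a median of 0.42. Carbon fixation in the stroma moved the same way, with 14 of 16 entries of the Calvin cycle and Rubisco higher and a median of 0.38, and the 2 lower entries belong to 1 locus. Genes often used as controls had a median of -0.020 over 5 genes. When the libraries were rescaled to the same sum, the medians were 0.15 for photosystem subunits, 0.16 for antenna proteins, 0.27 for electron transport, 0.22 for the Calvin cycle and -0.17 for the control genes. With the 100 most abundant genes left out of that sum, they were 0.29, 0.30, 0.41, 0.36 and -0.036, in the same order.
Chlorophyll synthesis was higher on both sides of the step that YL-1 catalyzes. All 13 genes up to the YL-1 substrate were higher (median 0.42), as were all 6 genes after it (median 0.52), with medians of 0.27 and 0.37 when rescaled to the same sum. The 7 genes of chlorophyll breakdown went both ways, with 3 higher, 4 lower and a median of -0.067. S2 Table names 6, 4 and 6 loci of the lists up to YL-1, after YL-1 and of photosystem subunits, and since the study chose these on the same libraries they are no independent evidence of direction.
Each median was placed among 10000 random lists matched on mean expression. Both lists of chlorophyll synthesis lay high, at the 99.9th and 99.7th percentile. The Calvin cycle was at 99.3 and electron transport at 97.6, while photosystem subunits at 96.8 and antenna proteins at 93.7 lay within the central 95% of random lists. Against random lists drawn from the 50 genes nearest in level, a setting chosen after the data were seen, electron transport was at 92.8, the Calvin cycle at 95.3, photosystem subunits at 79.0 and antenna proteins at 72.0. Since 37 of the 93 genes at 1000 FPKM or more are on these lists, such draws hold part of the pattern, and with list members left out of the draws the percentiles were 93.0, 97.2, 88.4 and 81.35. With the mean in place of the median, the Calvin cycle had 0.096 at percentile 59.95, photosystem subunits 0.15 at 78.2 and antenna proteins 0.16 at 74.4. Without entries listed at 0 in 1 library, another setting chosen after the data were seen, the means were 0.39 at 99.57, 0.33 at 99.0 and 0.16 at 77.3. Leaving out the genes of S2 Table, also chosen after the data were seen, the remaining 9 genes of chlorophyll synthesis were all higher, with a median of 0.47 at percentile 99.86, and the remaining 13 photosystem genes were at 92.9. S2 Table gives these libraries the opposite genotype names, which turns the directions around, but it prints 6 genes before YL-1 as higher in *yl-1*, with *yl-1* values that equal neither library. The paper concludes that YL-1 is essential for chloroplast membrane stability. It cites altered membrane-associated genes, the loose thylakoids seen by electron microscopy and the membrane complex known in *Arabidopsis*. It also places YL-1 in chloroplasts and reports normal chloroplast structure in mutant plants given wild-type *YL-1*.

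**Figure D1:**
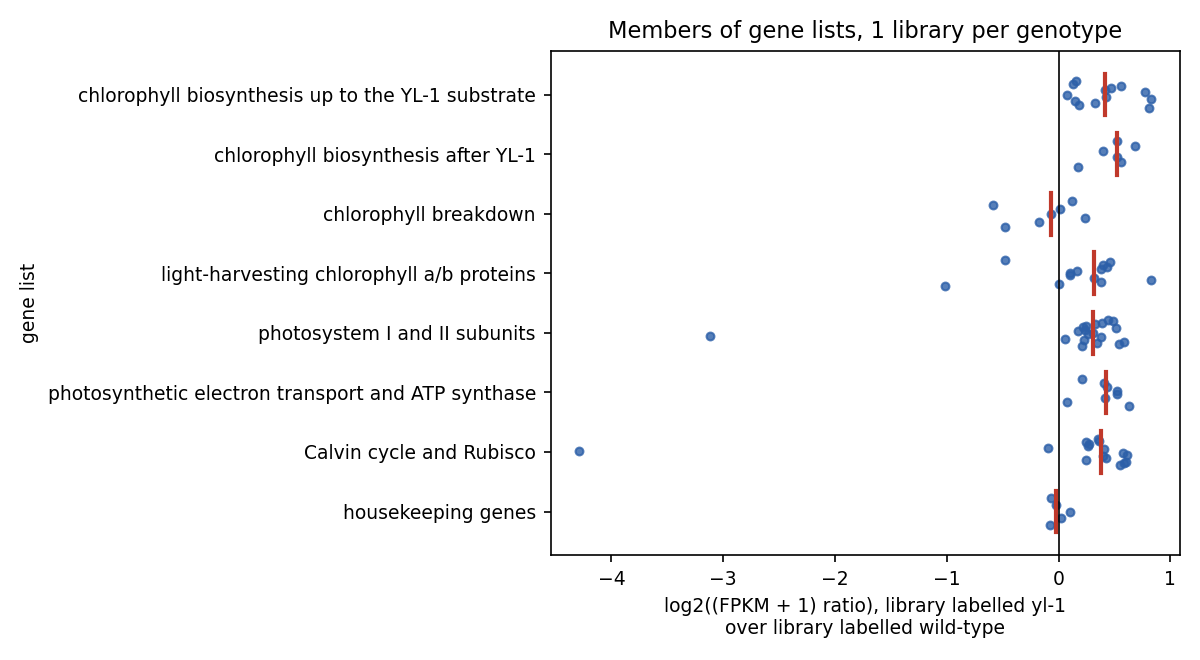
log2((FPKM + 1) ratio) of the measured members of 8 gene lists, library labelled *yl-1* over library labelled wild-type, with 1 library per genotype. Each point is a gene entry and each red bar the median of its list. The chlorophyll synthesis medians sit at 0.42 and 0.52 and the control genes at -0.020. S2 Table exchanges the names of the libraries, which mirrors the axis, although it prints 6 genes before YL-1 as higher in *yl-1*.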

There are many reports of rice leaf color mutants, including *v*_*1*_, *v*_*2*_, *wlp1* [40–42] and *yss1* [38]. Most of them were used as morphological marker applied in roguing of hybrid rice seed production and parents seed multiplication. However, many of the leaves color mutant showed their color change phenotype only under particular temperature regimes or specific development periods. Therefore they are not useful for identifying variation. In addition if roguing in hybrid rice seed production or parents seed multiplication was not carried out in a timely manner, these morphological markers would be useless and cause huge losses. For *yl-1*, the yellow leaf and panicle phenotype was stable and lasted the whole growth duration, which makes it suitable for roguing during the plant breeding processes. Furthermore, compared to wild-type, *yl-1* showed excellent agronomic traits of increased tiller number and reduced plant height, which is desirable in hybrid rice, especially in male sterile line rice.

In conclusion, we identified YL-1, function as MPEC subunit in rice, which might be essential for Chl biosynthesis and chloroplast development in rice. And the yellow leaf and panicle phenotype, together with improved agronomic traits of *yl-1* would be useful in male sterile line rice.

## Supporting information

S1 Fig The major agronomic traits of wild-type and *yl-1* mutant.

S2 Fig RNA-seq analysis of the *yl-1* mutant and wild-type.

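*YL-1* was among the abundant leaf transcripts of both libraries and lay inside the band of 2-fold difference. The most abundant transcripts leaned to the library labelled *yl-1*. Of 93 genes with a mean FPKM of at least 1000, 82.8% were higher there, with a median log2 ratio of 0.30. The 852 genes from 100 to 1000 FPKM had a median of 0.085, the 5100 genes from 10 to 100 FPKM -0.0020 and the 8514 genes from 1 to 10 FPKM 0.016. The 10 most abundant genes held 20.9% of the FPKM sum in the library labelled wild-type and 24.3% in the library labelled *yl-1*. Across the compared genes the libraries had a Pearson r of 0.955 on log2(FPKM + 1), where genes are not independent replicates. The SD of the log2 ratio over genes was 0.57. Under the genotype names of S2 Table the lean is to the wild-type.

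**Figure D2:**
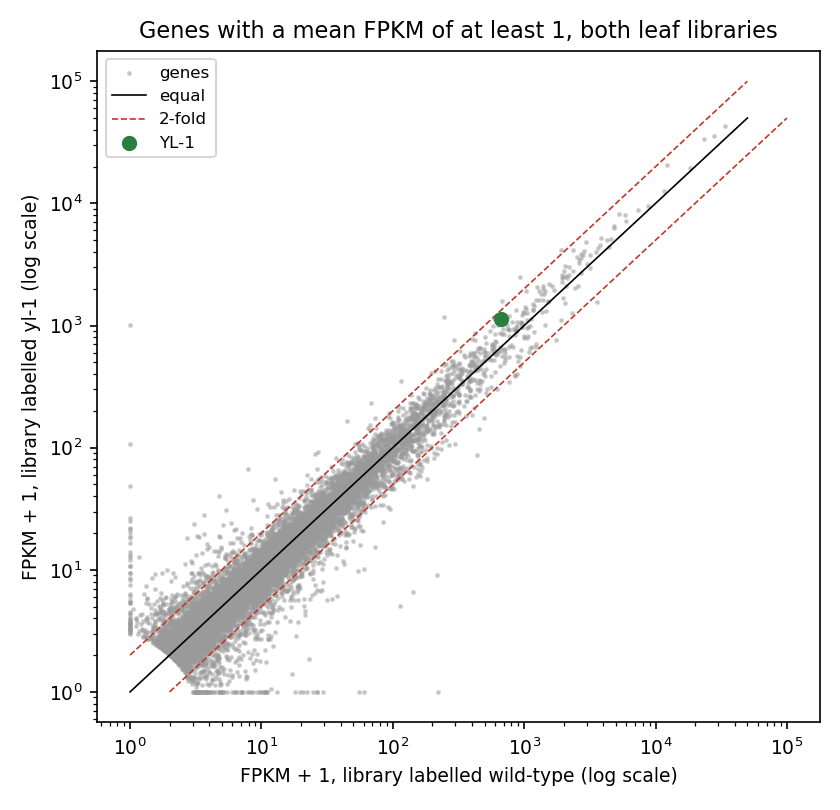
FPKM + 1 of 14559 genes in the library labelled wild-type (x axis) and the library labelled *yl-1* (y axis), both on log scales. Each point is a gene entry, the solid line marks equal values and the dashed lines a 2-fold difference. *YL-1* (green) lies between the dashed lines, and genes listed at 0 in 1 library line up along the axes.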

S1 Table Genetic analysis of the *YL-1* mutant gene.

S2 Table The expressions of selected DEGs associated with Chl biosynthesis, chloroplast development, and photosynthesis.

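*YL-1* (LOC_Os01g17170) was read at 671 FPKM in the library labelled wild-type and at 1124 FPKM in the library labelled *yl-1*, a ratio of 1.68. The mutation is a single-base change in the coding region, so the transcript level does not by itself tell the libraries apart. In Fig 7A and the Discussion the paper has *YL-1* lower in the mutant. Fig 4K reports qRT-PCR of *YL-1* too, and the paper states that mutant plants given wild-type *YL-1* regained normal expression. The genes that act before YL-1 were all higher in the library labelled *yl-1*. *CHLH* and *OsChlI*, subunits of Mg-chelatase, had log2 ratios of 0.78 (133 and 229 FPKM) and 0.88 (11.3 and 20.7 FPKM), and *CHLM*, the methyltransferase that makes the YL-1 substrate, 0.33. *HEMG1*, *HEMF1* and *HEME2*, enzymes of the porphyrin steps, were at 0.20, 0.16 and 0.074. *HEME2* shares its entry with a neighbouring locus, and its ratio turns to -0.083 when the libraries are rescaled to the same sum. Under the other scalings its ratio was 0.056 to 0.091.
The 4 genes after YL-1 were higher in the same library. *OsDVR*, the divinyl reductase, was at 0.57, *PORB* at 0.53, *OsCAO1*, which makes Chl b, at 0.40, and *YGL1*, the Chl synthase, at 0.19. Among the photosystem genes, *PsbP* was at 0.59 but at a low level (4.01 and 6.04 FPKM). *PsbO* was at 0.45 (3824 and 5206 FPKM), *Psb28* at 0.33, *PSI-N* at 0.25 and *PsaL* at 0.22. *OsSTN8*, a thylakoid protein kinase, was at 0.99. The ribosomal protein genes *Rpl16*, *Rps19* and *Rpl5* were at 0.92, 0.76 and 0.52, and *ASL2* at 1.00. *OsClpD1*, a subunit of the chloroplast Clp system, went the other way, with 121 FPKM in the library labelled wild-type and 62.1 FPKM in the library labelled *yl-1* (-0.97). In all, 22 of the 24 genes were higher in the library labelled *yl-1* and 2 were lower.
The 200 genes nearest in mean FPKM to each gene show how far single genes part between these libraries. A smaller change than that of *Chl a-b binding protein* was seen in 99.5% of its neighbours, against 96.0% for *OsSTN8*, 94.5% for *OsClpD1*, 93.0% for *CHLH*, 84.0% for *YL-1*, 57.0% for *OsCAO1* and 11.0% for *HEME2*. The 24 genes were selected by the study on these libraries and are no independent evidence of direction. S2 Table prints the 2 libraries under the opposite genotype names, except that its *yl-1* values for the 6 genes before YL-1 equal neither library and are given as higher in *yl-1*.

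**Figure D3:**
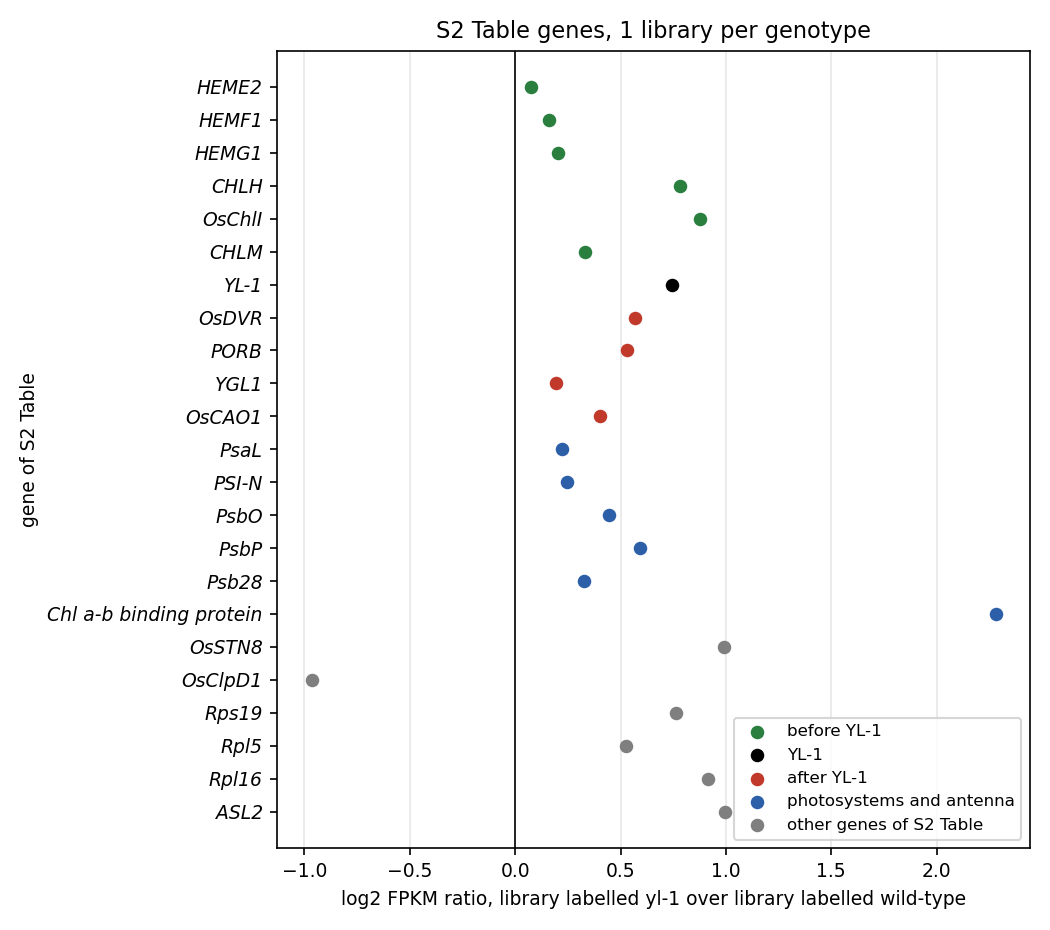
log2 FPKM ratio of 23 genes of S2 Table, library labelled *yl-1* over library labelled wild-type, 1 library per genotype and no pseudocount. Each point is a gene, coloured by its place in the Chl pathway or its function, and *PsbR* is left out because it is listed at 0 in 1 library. *Chl a-b binding protein*, coloured with the photosystems and antenna, is listed here among early light-induced proteins. Only *OsClpD1* lies left of 0, at -0.97. Under the library names of S2 Table the axis is mirrored, although S2 Table itself prints the 6 genes before YL-1 as higher in *yl-1*. Rescaling to the same sum moves *HEME2* to -0.083.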

S3 Table Primer sequences used in this study.

# Supplementary material for: Yellow-Leaf 1 encodes a magnesium-protoporphyrin IX monomethyl ester cyclase, involved in chlorophyll biosynthesis in rice (Oryza sativa L.)
**Source:** PLoS One. 2017 May 30;12(5):e0177989. doi: 10.1371/journal.pone.0177989
**Supplement:** S1 Table

**S1 Table.** **Genetic analysis of the *YL-1* mutant gene.**

The segregation behavior in each of the two derived F_2_ populations was consistent with the Mendelian monogenic ratio of three wild type phenotype to one chlorisis.

| **F_2_ population** | **Total** | **Green individuals** | **Yellow individuals** | **Green /yellow**  **individuals** | **χ^2^_c_** | **χ^2^_0.05_** |
| --- | --- | --- | --- | --- | --- | --- |
| *yl-1*/D50 | 433 | 322 | 101 | 3.19 | 0.04 | 3.84 |
| *yl-1*/dular | 272 | 201 | 62 | 3.24 | 0.01 | 3.84 |
| *yl-1*/02428 | 289 | 206 | 71 | 2.90 | 0.81 | 3.84 |

# Supplementary material for: Yellow-Leaf 1 encodes a magnesium-protoporphyrin IX monomethyl ester cyclase, involved in chlorophyll biosynthesis in rice (Oryza sativa L.)
**Source:** PLoS One. 2017 May 30;12(5):e0177989. doi: 10.1371/journal.pone.0177989
**Supplement:** S2 Table

**S2 Table. The expressions of selected DEGs associated with Chl biosynthesis,**

| **Accession** | **Name** | ***yl-1*_fpkm** | **WT_fpkm** | **log2(fold_change)** | **Up or down regulated** | **p_value** |
| --- | --- | --- | --- | --- | --- | --- |
| LOC_Os03g21890 | *HEME2* | 82.31 | 65.58 | 0.327788475191026 | Up | 0.00 |
| LOC_Os04g52130 | *HEMF1* | 33.04 | 14.56 | 1.18231769331576 | Up | 0.00 |
| LOC_Os01g18320 | *HEMG1* | 8.71 | 3.12 | 1.4793593460093 | Up | 0.00 |
| LOC_Os03g20700 | *CHLH* | 233.38 | 229.04 | 0.027081004642111 | Up | 0.02 |
| LOC_Os03g36540 | *OsChlI* | 31.26 | 20.67 | 0.596359296729452 | Up | 0.00 |
| LOC_Os06g04150 | *CHLM* | 44.72 | 43.63 | 0.0354973724221864 | Up | 0.00 |
| LOC_Os10g41780 | *OsCAO1* | 86.89 | 114.85 | -0.402497607883383 | Down | 0.00 |
| LOC_Os03g22780 | *OsDVR* | 67.17 | 99.58 | -0.568065662155685 | Down | 0.00 |
| LOC_Os10g35370 | *PORB* | 61.46 | 88.91 | -0.53275951070753 | Down | 0.00 |
| LOC_Os05g28200 | *YGL1* | 10.34 | 11.82 | -0.192700887115954 | Down | 0.02 |
| LOC_Os01g17170 | *YL-1* | 670.81 | 1124.37 | -0.74513646363824 | Down | 0.00 |
| LOC_Os02g32520 | *OsClpD1* | 121.29 | 62.09 | 0.966082044524744 | Up | 0.02 |
| LOC_Os05g40180 | *OsSTN8* | 11.17 | 22.17 | -0.989404726026062 | Down | 0.03 |
| LOC_Os12g23200 | *PsaL* | 2211.77 | 2578.01 | -0.221056491072869 | Down | 0.00 |
| LOC_Os01g31690 | *PsbO* | 3824.18 | 5206.43 | -0.445144038102527 | Down | 0.04 |
| LOC_Os01g43070 | *PsbP* | 4.01 | 6.04 | -0.591518422660203 | Down | 0.04 |
| LOC_Os01g71190 | *Psb28* | 386.74 | 485.32 | -0.327557405002053 | Down | 0.00 |
| LOC_Os12g08770 | *PSI-N* | 3192.43 | 3789.36 | -0.247299220011164 | Down | 0.02 |
| LOC_Os07g05365 | *PsbR* | 7.70 | 0.01 | 9.58828551051523 | Up | 0.04 |
| LOC_Os01g14410 | *Chl a-b binding protein* | 243.22 | 1180.83 | -2.27944378179191 | Down | 0.00 |
| LOC_Os10g21352 | *Rps19* | 69.94 | 118.57 | -0.761676597520665 | Down | 0.00 |
| LOC_Os02g15900 | *ASL2* | 20.89 | 41.63 | -0.9950323419201 | Down | 0.02 |
| LOC_Os01g17150 | *Rpl5* | 147.62 | 212.32 | -0.524392011312345 | Down | 0.04 |
| LOC_Os01g57958 | *Rpl16* | 5.53 | 10.44 | -0.916129911642346 | Down | 0.00 |

**chloroplast development, and photosynthesis.**

# Supplementary material for: Yellow-Leaf 1 encodes a magnesium-protoporphyrin IX monomethyl ester cyclase, involved in chlorophyll biosynthesis in rice (Oryza sativa L.)
**Source:** PLoS One. 2017 May 30;12(5):e0177989. doi: 10.1371/journal.pone.0177989
**Supplement:** S3 Table

**S3 Table.** **Primer sequences used in this study.**

| **Marker** | | **Forward sequence (5’-3’)** | **Reverse sequence (5’-3’)** |
| --- | --- | --- | --- |
| **For fine mapping** | | | |
| RM3746 | | AAATGGGCTTCCTCCTCTTC | CAGCCTTGATCGGAAGTAGC |
| RM493 | | TAGCTCCAACAGGATCGACC | GTACGTAAACGCGGAAGGTG |
| RM10390 | | GCAACGTTACGTCTTGGCATGG | CCTCTCGCGTCTCTCTCAACG |
| RM10489 | | CTCGTTGAGAGGAAGGCCAACG | TGCCACGCAGTAGAATAAGCTCTCG |
| RM10551 | | AGCTTCTCCTCCTCCTCTTCTCG | CGCCAATCTCAAATCGAAATCC |
| RM10605 | | CTTCGTCGCAGCCCAAGAGAGG | GGCAGTACGGGCACTTGATCTCC |
| RM10644 | | TCCGGCAAATATAGTCCAAACG | CAACGACGACGACATGTATAGGC |
| RM10656 | | GCTGAGAGCTGATTAATCGGAAGC | CGCCACTAGCTAGCACACACC |
| RM10622 | | CGCGGTTAATGTCATCTGATTGG | CCATACTTCGAGATCCAAGACTGACC |
| Indel4 | | ACAATCAACTCTAAATGGATAACTAC | GCCTATGCTTTGCTACGGA |
| Indel8 | | CCATTAGGTCTTTCTTGTGCC | GTCCGTAGGTGGTGTTGG |
| **For quantitative PCR** | |  |  |
| *Ubq* | | GCTCCGTGGCGGTATCAT | CGGCAGTTGACAGCCCTAG |
| *HEMA1* | | CACCAGTCTGAATCATAT | CTACCACTTCTCTAATCC |
| *CHLD* | | GGAAAGAGAGGGCATTAG | CAATACGATCAAGTAAGTGTT |
| *CHLI* | | AGTAACCTTGGTGCTGTG | AATCCATCAACATTCAACTCTG |
| *CHLH* | CTATACATTCGCCACACT | | TATCACACAACTCCCAAG |
| *YGL1* | TGGACAGTTGAAGATGTT | | GAATAGGACGGTAAGGTT |
| *PORA* | ATCACCAAGGGCTACGTCTC | | GAGTTGTTGTTCCAGCTCCA |
| *psaA* | GAGATACCACTTCCTCAT | | ACTAAGAAATTCTGCGTATT |
| *psbA* | AAGTTTCTCTGATGGTATG | | ATAGCACTGAATAGGGAA |
| *rbcL* | GTTGAAAGGGATAAGTTGA | | AATGGTTGTGAGTTTACG |
| *CAO1* | GATCCATACCCGATCGACAT | | CGAGAGACATCCGGTAGAGC |
| *YL-1* | AAGCCCAAGTTCATCTTCTACGC | | TCATCCTGGCACCAGTTCTCAA |
| *PPR1* | CTAAGACCGAATGACAAATGC | | GCACTGCCAACAAGAATACC |
| *rbcS* | TCCGCTGAGTTTTGGCTATTT | | GGACTTGAGCCCTGGAAGG |
| *DVR* | CGAGCCCAGGTTCATCAAGGTGC | | CCTCCCGATCTTGCCGAACTCC |
| *Cab2R* | TGTTCTCCATGTTCGGCTTCT | | GCTACGGTCCCCACTTCACT |
| *NADH* | GGGCAAATCGGATATGTAAT | | CGAAGAAACCTGCTAGTGGA |
| *RpoA* | GTGGAAGTGTGTTGAATCAA | | TCTCTCTTGATCCGTAACTC |
| *AtpB* | TTTGGTTTCGATGTGCA | | TATGGTCTAATTCCGAGCGGT |
| *Rrn16* | AACAATGACGGTATCTGAGGAATAAG | | CTGGGATTTGACGGCGGACT |
| *16srRNA* | CCGTTGGTGTTCTTTCCGAT | | TTCAAGTCCGCCGTCAAATC |
| **For vector construction** |  |  |  |
| OE- *YL-1* | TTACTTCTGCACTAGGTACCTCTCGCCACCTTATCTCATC | | GAATTCCCGGGGATCCTAACCACC  CATCATCTCACC |
| *YL-1-*GFP | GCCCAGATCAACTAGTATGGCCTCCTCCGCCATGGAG | | TGCTCACCATGGATCCTTAATTTTG  TAAACAAGAAAA |

How the deposited data were processed for this re-analysis (not part of the article)

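RNA-seq of rice leaves was available for 2 libraries, 1 of wild-type and 1 of *yl-1*, from 4-week-old plants. The authors deposited FPKM values for both, made with TopHat, Cufflinks and Cuffdiff according to the submitters' processing notes. Versions, genome build, annotation and filters are not given in the sources used here, and 0 columns of values were left unused. Columns were assigned to genotypes by their names. The names of S2 Table are the opposite of these, so directions are given for the library labelled *yl-1* throughout.

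From the deposited FPKM, log2((FPKM + 1) ratio) was computed for entries with a mean FPKM of at least 1, and genes past 2-fold were counted. For the genes of S2 Table the log2 ratio was taken without a pseudocount. No test across genotypes was possible with 1 library each. An exact 0 is given as listed at 0, with no fold. Fragment totals are unknown, so no counting interval is given.

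A total of 26 gene lists with 161 locus IDs was fixed before the deposited table was examined. The values that S2 Table prints had been seen by then, and it names 21 of the IDs. The IDs came from general knowledge of rice gene nomenclature, and apart from the genes of S2 Table no source used here pairs them with names. Of the 41981 locus IDs in the table, 0 matched the RefSeq table of assembly ASM3414082v1. Members by description could therefore not be added, 4 lists without IDs were not analysed, and membrane genes as a class were not analysed here. Lists with at least 5 measured members were placed among 10000 random lists of the same size, matched in 20 bins of mean expression. Each gene of S2 Table was also set beside the 200 genes nearest in mean FPKM.

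Genes named in the text were those of S2 Table, whose values were seen before the rule was written, the 10 genes with the largest change each way among genes with at least 10 FPKM in 1 library, and members of the lists. IDs that no source pairs with a name were printed for at most 4 genes. The list percentile was tested on simulated data, with log2 ratios shuffled within expression bins over 14559 entries. With no planted shift, 3.50% to 5.25% of 400 simulated lists per size lay outside the central 95%. Members were drawn at random and the shuffle used the bins of the matching. Genes that vary together and a trend with level inside a bin were therefore not simulated, and this rate does not cover them. A planted shift of 0.5 was recovered in 72.25% of lists of 5 genes and 99.25% of lists of 14 genes, and a shift of 0.3 in 31.25% and 79.25%.

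The alternatives were other pseudocounts, filters, fold thresholds and scalings, the mean of a list, and random lists without matching. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.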

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

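The gene lists were fixed before the deposited table was examined, though the values of S2 Table had been seen. The tests of the 2 patterns weighed here were chosen after the results were seen. Carotenoid biosynthesis, which supplies pigments that protect the photosystems and which the RNA-seq part of the paper does not discuss, had a median log2 ratio of 0.47 over 9 genes in the library labelled *yl-1*, at percentile 99.85 of matched random lists, but its mean was 0.23, at percentile 95.2 and so within the central 95%. Electron transport and ATP synthase had a median of 0.42. In addition, 15 genes were listed at 0 in the library labelled wild-type with at least 10 FPKM in the other, and 13 genes the other way round.

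Photosynthesis and chlorophyll synthesis genes stood higher together in the library labelled *yl-1*. A single scaling factor would move control genes as much, but these genes lay 0.40 (log2) above the control genes. A lean of all abundant transcripts does not account for the chlorophyll genes. They lay 0.41 above the 50 genes nearest in level, none of these on the chlorophyll synthesis or photosynthesis lists. The 95% interval was 0.13 to 0.60, and 0.12 to 0.60 over the 9 genes that S2 Table does not name. For photosynthesis genes the same comparison takes the median from 0.36 to 0.11 (0.036 to 0.17), with 37 of 56 above their nearest genes. Photosynthesis genes on no list can be among the nearest genes, so this fall does not measure a general lean. Genes are not independent, so these intervals are too narrow. A harvest at another time of day would move clock genes. The median absolute change of 8 such genes was at percentile 12.35 of random lists. Their largest change was 0.32 (log2), and 7 of the 8 were higher. These values argue against a large shift of the clock. The power of this measure was not tested, so a small difference in harvest time stays open. A difference between the plants or batches other than the change in *YL-1* stays open, including any further mutation from the EMS treatment. So does an effect of the *YL-1* mutation, which 1 library per genotype does not test.

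The deposited column names and the headings of S2 Table are exchanged. Of 6 genes of S2 Table that qRT-PCR in Fig 7A also measured, 4 (*YL-1*, *YGL1*, *OsCAO1* and *OsDVR*) move in its direction only with the column names exchanged, and 2 (*CHLH* and *OsChlI*) only with the names as deposited. Fig 7A also has *HEMA1* and *CHLD* higher and *PORA* lower in *yl-1*, which the sources used here do not pair with an ID. All 13 measured genes up to the YL-1 substrate and all 6 after YL-1 were higher with the names as deposited. The first list therefore runs with Fig 7A and the second against it. The second list holds 7 IDs, so *PORA* need not be among the 6 measured. Fig 7B has *Cab2R* and *rbcS* lower in *yl-1*, also without an ID. With the names as deposited, 11 of 13 antenna genes and 14 of 16 entries of the Calvin cycle were higher. The 2 lower entries of each list could be the genes of Fig 7B, so these counts do not decide for *Cab2R* or *rbcS*. Fig 7B has *psaA* higher, for which no plastid-encoded gene was analysed here. Whether the columns of the deposited table or those of S2 Table carry the wrong names cannot be told apart from these data, because the qRT-PCR directions divide and its plants are not shown to be those sequenced.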

How the results depend on the processing

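Before the data were examined, other pseudocounts, filters, scalings, thresholds and list statistics were set as alternatives. No paired analysis was possible because there is 1 library per genotype. Against 364 genes higher and 531 lower (895 in all), a pseudocount of 0.1 gave 586 higher and 1368 in all, 0.01 gave 611, 818 and 1429, a mean FPKM of at least 5 gave 154, 268 and 422, a 1.5-fold threshold gave 1122, 1393 and 2515, and a 4-fold threshold gave 63, 99 and 162. Rescaling to the same sum moved the median of the compared genes from 0.014 to -0.12. Among genes past 2-fold, it moved the share of higher genes from 40.7% to 29.6%, while the other scalings gave 39.7% to 41.8%. Under rescaling to the same sum, the log2 ratio of *HEME2* turned to -0.083 and the median of the reactive oxygen list to -0.062. The mean of that list without rescaling was -0.10. Both chlorophyll synthesis lists stayed above the central 95% of random lists under every alternative that was run, some chosen after the data were seen (lowest percentile 98.6). Photosystem subunits passed it with no filter (0.27) and without matching (0.31), and antenna proteins without matching (0.31), but their means were 0.15 (percentile 78.2) and 0.16 (74.4), and against the 50 genes nearest in level, chosen after the data were seen, they lay at 79.0 and 72.0, or 88.4 and 81.35 with list members left out of the draws. Without the genes of S2 Table, also chosen afterwards, photosystem subunits lay at 92.9 and the list up to YL-1 at 99.4. Electron transport fell under it at a mean FPKM of at least 5 (0.42, percentile 95.9), with the mean (0.40) and, in a setting chosen after the data were seen, with the 50 genes nearest in level (0.42). With list members left out of these draws it lay at 93.0 (0.42) and the Calvin cycle at 97.2 (0.38). The Calvin cycle also fell under it with the mean (0.096) and the nearest genes (0.38), and carotenoid synthesis with the mean (0.23). Means without entries listed at 0 in 1 library, also chosen afterwards, were 0.39 for the Calvin cycle, 0.33 for photosystem subunits (percentile 99.0), 0.23 for carotenoid synthesis (95.25) and -0.10 for the reactive oxygen list (25.7). With the column names exchanged, also chosen after the data were seen, 2 of the 24 genes of S2 Table are higher in *yl-1*. The cause was not tested. Membrane genes and list members by description were not run, and members by ID are those of the main lists. Fragment totals are unknown, so what depth limits is not known.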

Differences from the paper's values

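For 17 genes of S2 Table the log2 fold change has the paper's size and the other sign. The paper's values, each followed by the value of the library labelled *yl-1* over the library labelled wild-type, are -0.40 and 0.40 for *OsCAO1*, -0.57 and 0.57 for *OsDVR*, -0.53 and 0.53 for *PORB*, -0.19 and 0.19 for *YGL1*, -0.75 and 0.75 for *YL-1*, 0.97 and -0.97 for *OsClpD1*, -0.99 and 0.99 for *OsSTN8*, -0.22 and 0.22 for *PsaL*, -0.45 and 0.45 for *PsbO*, -0.59 and 0.59 for *PsbP*, -0.33 and 0.33 for *Psb28*, -0.25 and 0.25 for *PSI-N*, -2.28 and 2.28 for *Chl a-b binding protein*, -0.76 and 0.76 for *Rps19*, -1.00 and 1.00 for *ASL2*, -0.52 and 0.52 for *Rpl5*, and -0.92 and 0.92 for *Rpl16*. With the column names exchanged, a setting chosen after seeing the values, all 17 match the paper within 0.02 and the other 6 genes do not. None of the alternatives set before the data were examined (2 pseudocounts and 4 scalings) brings any of the 23 values within 0.02.

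The other 6 genes are those before YL-1, which the paper lists as up-regulated. The paper's log2 fold changes, each followed by the value from the deposited table, are 0.33 and 0.074 for *HEME2*, 1.18 and 0.16 for *HEMF1*, 1.48 and 0.20 for *HEMG1*, 0.027 and 0.78 for *CHLH*, 0.60 and 0.88 for *OsChlI*, and 0.035 and 0.33 for *CHLM*. The wild-type values the paper gives for them equal the deposited *yl-1* column. The paper's *yl-1* values equal neither column and lie above the deposited wild-type column by 20 FPKM for *HEME2*, *HEMF1* and *OsChlI*, 6 FPKM for *HEMG1*, 100 FPKM for *CHLH* and 10 FPKM for *CHLM*, with the other digits unchanged. In the deposited table these 6 genes and the 4 genes after YL-1 differ in the same direction, whichever way the columns are named, whereas S2 Table has them in opposite directions.

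FPKM of the paper's *yl-1* column, followed by the deposited *yl-1* column, differ by over 1.5 times for *HEMF1* (33.04 and 14.6), *HEMG1* (8.71 and 3.12), *OsChlI* (31.26 and 20.7), *YL-1* (670.81 and 1124), *OsClpD1* (121.29 and 62.1), *OsSTN8* (11.17 and 22.2), *PsbP* (4.01 and 6.04), *PsbR* (7.70 and listed at 0), *Chl a-b binding protein* (243.22 and 1181), *Rps19* (69.94 and 119), *ASL2* (20.89 and 41.6) and *Rpl16* (5.53 and 10.4). FPKM of the paper's wild-type column, followed by the deposited wild-type column, differ likewise for *CHLH* (229.04 and 133), *OsChlI* (20.67 and 11.3), *YL-1* (1124.37 and 671), *OsClpD1* (62.09 and 121), *OsSTN8* (22.17 and 11.2), *PsbP* (6.04 and 4.01), *PsbR* (0.01 and 7.70), *Chl a-b binding protein* (1180.83 and 243), *Rps19* (118.57 and 69.9), *ASL2* (41.63 and 20.9) and *Rpl16* (10.44 and 5.53).

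The paper states that *YL-1* transcripts were reduced in the mutant, and the library labelled *yl-1* has the higher value. It states that *YGL1*, *CAO1* and *DVR* were reduced, and the library labelled *yl-1* has the higher value for each. It states that *CHLH* and *CHLI* were raised, and the library labelled *yl-1* also has the higher values. It states that *HEMA1* and *CHLD* were raised too, and although no source used here pairs them with an ID, all 13 measured genes up to the YL-1 substrate were higher in that library. It states that *PORA* was reduced, likewise without an ID. All 6 measured genes after YL-1 were higher in that library, but the list holds 7 IDs, so *PORA* need not be among the 6. It states that *Oscab2R* was down-regulated, again without an ID. In that library 11 of 13 antenna genes were higher and 2 were lower. The sources used here do not tell which of them, if any, is *Oscab2R*.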

Other observations

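Early light-induced proteins, stress-induced relatives of the antenna proteins, gave 2 entries, both over 2-fold higher in the library labelled *yl-1* (lowest log2 ratio 1.41), 1 of which S2 Table names as *Chl a-b binding protein*. The 3 genes on the plastid ribosomal protein list (*Rps19*, *Rpl16* and *ASL2*), all named in S2 Table, ran from 0.75 to 0.96 as log2((FPKM + 1) ratio). *Rpl5* was not on that list. The 4 plastid regulators had a median of 0.062, and they include *OsClpD1*. A single gene of the plastid envelope and thylakoid list was at 0.23.

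Outside the plastid, the 8 clock genes had a median of 0.15 (7 higher, percentile 82.8) and the 5 genes of reactive oxygen scavenging 0.094, a sign that turns when the libraries are rescaled to the same sum. Lists with under 5 measured genes have values only. The median was -0.32 over 4 genes of iron homeostasis, -0.040 over 4 genes of starch and sucrose synthesis, -0.035 over 3 of senescence and nitrogen remobilisation, 0.20 over 3 of heat shock and 0.47 over 2 pathogenesis-related genes. Markers of other leaf cells rested on 1 gene each, at 0.088 for dividing cells and -0.089 for vascular cells. Under the genotype names of S2 Table all these signs turn around.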
